A study of Homo sapiens with 5 samples. Its data were reported in "Dynamic regulation of CTCF stability and sub-nuclear localization in response to stress" (2021).

How the data were processed

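CTCF was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in primary human mammary epithelial cells (HMECs) at day 1 and at day 10 of culture. Day 1 had 2 libraries and day 10 had 3, with the group and the replicate number taken from the sample labels. The labels do not say whether replicates came from separate donors or cultures, so the p-values measure the spread between these samples, which may be technical.

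Per the methods of the study and the submitters' processing notes, reads were checked with FastQC, aligned to hg19 with STAR and passed to HOMER, which called peaks against an input control. Reads matching several places of the genome were kept up to a limit in that alignment, so reads from repeats could be placed at any of their copies. The authors kept the peaks that replicates 1 and 2 of a day had in common and merged the lists of both days into 47931 peaks with a median width of 350 bp. Day 10 replicate 3 therefore had no part in choosing the peaks. The deposited peak score came from HOMER's merging step and was used only to pick the peaks from which the CTCF motif was learned. The deposited signal per library was a tag count per peak that the authors had scaled so that all libraries had an equal total over the peaks, per the file headers. The deposited log2 fold changes and the deposited p-values came from the authors' DESeq2 comparison of day 1 over day 10, so a positive deposited value is higher at day 1. All fold changes computed here are day 10 over day 1.

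The scaled values of a library were whole multiples of the value of 1 read. With a tolerance of 0.1 read, 100% of values in every library came out whole, and these reads were used for count tests and for the filter. Total tags per library ranged from 326138 to 31961329. Peaks on chromosome Y and at XIST were left out, which left 47882 peaks. A filter on low counts (filterByExpr of edgeR, minimum count 10) left out 1617 more, and 46265 were tested.

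The plan fixed before the data were examined assumed raw counts and named the quasi-likelihood test of edgeR. Because the deposited values were scaled, the main test was instead limma on log2 of the scaled value over its TMM factor plus a pseudocount of 10, with an intensity trend, robust moderation and library weights (arrayWeights). A fold change on this scale understates the change of low peaks. A peak was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The weights and the pseudocount were not part of the plan, and they were settled after the numbers of calls of 11 fits and of other splits of the libraries had been looked at. The choice was thus not blind. Weights were kept because, on simulated data with 200 changed peaks among 46555, limma without them recovered 0% of the 4-fold changes. With weights, limma recovered 8.51% of 2-fold and 75.5% of 4-fold changes, and 22 of its 104 calls were false (21.2%). edgeR on the recovered reads recovered 7.45% and 69.4%, with 11 of 86 calls false (12.8%), and DESeq2 recovered 1.06% and 37.8%, with 1 of 39 false (2.56%). In the same simulated data, peaks called by both limma and edgeR held 8 false calls among 82 (9.76%). A further simulated set of peaks with a smaller shift also counted as changed. Apart from the set changes, the simulated libraries shared a single mean profile and differed only in depth. The real libraries also differed in their share of tags in peaks, so these false shares may not hold for them. The weighted test gave more calls on these data than edgeR, DESeq2 or limma voom. The recovered whole reads also allowed the planned edgeR test, so the edgeR count stands beside that of limma. The weights were 3.10 for each day 1 library and 0.528, 2.02 and 0.0977 for day 10 replicates 1, 2 and 3. The limma estimate for day 10 thus rested mostly on replicate 2. Its fold changes can therefore differ from the unweighted means printed beside them.

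Gene lists were sets of peaks by nearest gene, as annotated by the authors. The 17 lists, with 469 genes, were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with an estimated correlation and fry beside it. The 8 annotation classes were tested in the same way. Named peaks were chosen by a rule fixed beforehand: the 15 called peaks per direction with the smallest adjusted p, the peak with the smallest p and the strongest peak of each list, and the strongest peak of each of a set of anchor genes. The peaks of the authors' comparison and those described as chosen after their values were seen fall outside this rule.

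Peak sequences were taken from the GRCh37 assembly, which has the same coordinates as hg19, and gene features from GENCODE lifted to that assembly. A copy elsewhere was an alignment by minimap2 with at least 95% identity over at least 80% of the peak. A CTCF motif of 15 bases was learned from 2000 high-scoring peaks of odd-numbered autosomes, and its threshold was passed by 4.65% of flanking stretches and 65.8% of peaks on the even-numbered autosomes. Repeat names came from the authors' annotation. As a measure of uniqueness, the share of 31-base words of a peak that occur once in the genome was counted. Two-sided Fisher's exact tests, adjusted over a family of 22, compared the called peaks with the other tested peaks, which are not independent replicates. The tests on repeats, motif, assembly gaps, chromosome ends and day lists were added after the data had been seen.

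Alternatives covered scaling, the filter, the test, pseudocount, weights, GC content, repeats, thresholds, each library left out, and replicate number as a block. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1, minimap2 2.31-r1302 and matplotlib 3.10.9. A gene fixed beforehand and a gene list tested with the others are not reported here.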

Results

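CTCF, the zinc finger protein that binds insulators and the anchors of chromatin loops, was mapped by ChIP-seq in primary HMECs at day 1 (2 libraries) and day 10 (3 libraries) of culture. The comparison asked whether its binding to the genome differs between the start of culture and day 10, when the study considers the cells to be under stress. Day 1 replicates 1 and 2 had 31961329 and 8746637 tags in total. Day 10 replicates 1, 2 and 3 had 12912596, 11442438 and 326138 tags. The share of tags in the merged peaks was 20.4% and 24.2% at day 1, and 23.6%, 44.7% and 31.8% at day 10. In day 10 replicate 3 the median peak held 1 read and 31.7% of peaks held none.

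**Figure D1:**
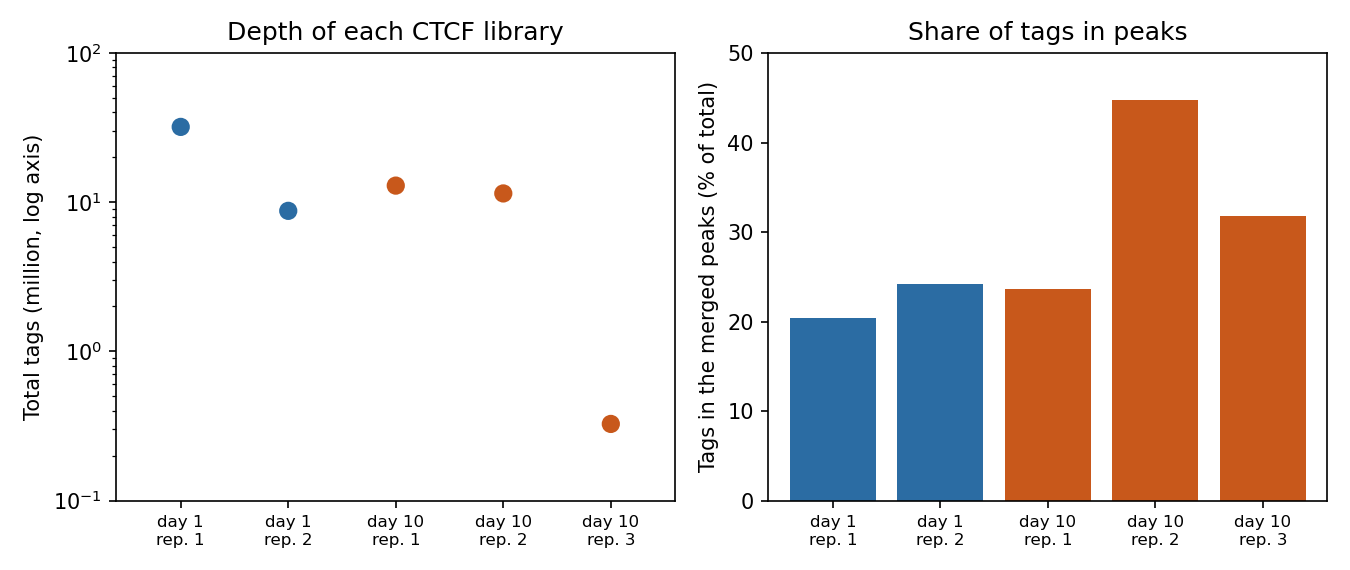
Total tags per library on a log axis (left) and tags in the merged peaks as a percentage of that total (right), for 2 libraries of day 1 (blue) and 3 of day 10 (orange). Day 10 replicate 3 had 326138 tags, and day 10 replicate 2 had the highest share in peaks, 44.7%.

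Binding profiles were similar on both days. Across the tested peaks, which are not independent replicates, the Pearson correlation of log2 (CPM + 1) was 0.952 between the day 1 libraries and 0.886 between day 10 replicates 1 and 2. It lay between 0.841 and 0.905 for libraries of different days without day 10 replicate 3, and between 0.581 and 0.639 for pairs with that shallow library. The median log2 fold change over 46265 tested peaks was -0.02, and 97.4% of the fold changes lay within 2-fold. The values had been scaled to equal totals over the peaks, which by itself sets the median near 0. A uniform gain or loss of CTCF at all peaks therefore cannot be seen in these values. For 73.5% of peaks the whole 95% interval lay within 2-fold by limma, and for 36.8% by edgeR.

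At day 10, 471 peaks were higher and 667 were lower by limma, together 1138 peaks or 2.46% of those tested. Among the higher peaks was the promoter of KCNJ6, a potassium channel gene, and 40 lay within 1 Mb of a chromosome end. Of the lower peaks, 188 lay in satellite or ribosomal RNA repeats. Another 447 lay outside these and had no copy elsewhere, and 146 of the 447 were centred in exons of genes or pseudogenes. Below, outside repeats has this meaning, so other kinds of repeat remain among such peaks. The count depended on the test and on single libraries. The quasi-likelihood test of edgeR called 392 higher and 232 lower, 485 peaks were called by both tests, and DESeq2 called 5 higher and 9 lower. Without day 10 replicate 2, limma called 1 higher and 0 lower peaks. It called 22 and 119 without day 10 replicate 1, 274 and 172 without day 10 replicate 3, 257 and 422 without day 1 replicate 1, and 380 and 246 without day 1 replicate 2. Scaled by the totals in peaks alone the split was 410 higher and 937 lower. Scaled by the total tags of the file header it was 533 higher and 9 lower, with the median over all peaks moved up by 0.35.

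By limma, the smallest adjusted p for a higher signal was at the peak nearest PLPP2, a lipid phosphatase gene, on chromosome 19 from 247123 to 247472 (hg19). This intergenic peak lies in a TAR1 telomeric satellite and has 1 near-identical copy elsewhere. Its scaled tag count was 117 ± 62.1 (SD, n = 2) at day 1 and 468 ± 235 (SD, n = 3) at day 10, a log2 fold change of 2.40 ± 0.29 (SE; limma adjusted p = 3.11e-12, edgeR adjusted p = 0.0153). Next was a promoter peak of the noncoding RNA gene LINC00266-3 on chromosome 6 from 148535 to 148937, which went from 90.8 ± 18.2 to 319 ± 81.3 (log2 fold change 1.98 ± 0.26, adjusted p = 7.34e-11). It too has a copy elsewhere. The promoter of KCNJ6 on chromosome 21, from 39288625 to 39288963, had no copy elsewhere. It went from 37.5 ± 19.2 to 110 ± 40.3 (log2 fold change 1.71 ± 0.22, limma adjusted p = 1.12e-10). By edgeR its adjusted p (6.60e-07) was smaller than that of PLPP2. An intergenic peak near TTC34 on chromosome 1, from 2738547 to 2738894, went from 62.2 ± 27.02 to 295 ± 201.1 (log2 fold change 1.70 ± 0.23, adjusted p = 2.45e-10). The other 11 peaks with the smallest adjusted p lay nearest LRFN3, PTCHD2, LOC101928786 (in an intron of the calcium channel gene CACNA1B), LOC102723376, MIR7641-2, LINC00226, LOC283177, ZNF596, G6PC3 (in an exon of the histone deacetylase gene HDAC5), LINC00051 and OBP2B. Their log2 fold changes ran from 1.41 at OBP2B to 1.87 at ZNF596, and edgeR called each of them.

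Among lower peaks the smallest adjusted p belonged to a peak in intron 2 of ME3, a mitochondrial malic enzyme gene, on chromosome 11 from 86343830 to 86344178. Its count was 114 ± 3.35 at day 1 and 57.4 ± 63.5 at day 10 (log2 fold change -2.11 ± 0.23, adjusted p = 6.89e-15, edgeR adjusted p = 4.63e-09), and the single shallow library of day 10 stood at the day 1 level. A ribosomal RNA repeat near NBPF25P on chromosome 1, from 145277265 to 145277596, went from 172 ± 83.1 to 46.8 ± 16.04 (log2 fold change -1.85 ± 0.22, adjusted p = 4.14e-13). A pair of GAATG and CATTC satellite peaks near LINC00273 on chromosome 16, at 33866290 to 33866792 and 33887538 to 33887879, had log2 fold changes of -1.73 ± 0.21 and -1.67 ± 0.21. Outside repeats, the exon of the histone gene HIST1H2BJ (chromosome 6, 27100227 to 27100551) went from 70.1 ± 61.0 to 1.62 ± 1.42 (log2 fold change -2.47 ± 0.32, adjusted p = 1.99e-10). An exon of S100A6, which codes for a calcium-binding protein, went from 96.4 ± 66.6 to 31.7 ± 29.5 (log2 fold change -2.09 ± 0.28, adjusted p = 2.55e-10). The remaining peaks lay nearest MIR607, MIR4522, LOC441666, GTF2IP20, SPIN4, LOC100288069 and TPTE, and most were satellites. edgeR did not call the alpha satellite peak near SPIN4 (adjusted p = 0.194) or that near LOC441666 at 42535324 to 42535655 of chromosome 10 (adjusted p = 0.152). Of all 51 called peaks named by rule, by the authors' comparison or afterwards, 38 were also called by edgeR, 14 without day 10 replicate 1 and 1 without day 10 replicate 2.

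**Figure D2:**
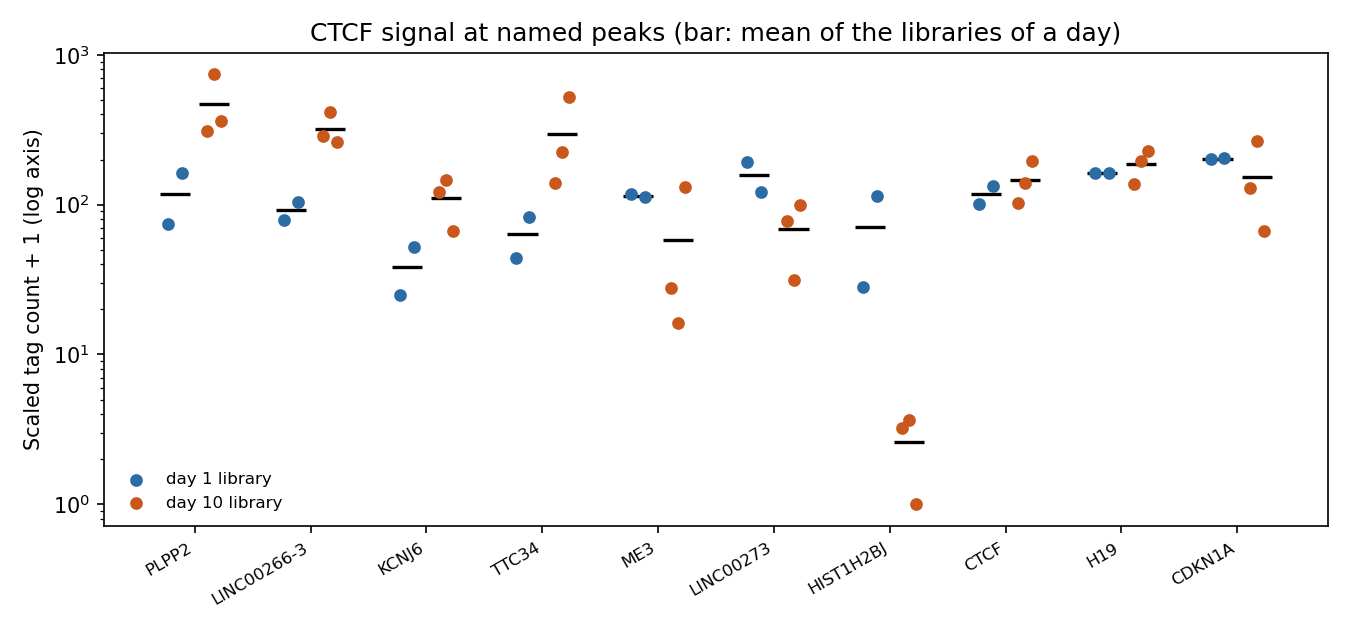
Scaled tag count plus 1 on a log axis at 10 peaks named by their nearest gene, with a point per library (blue, 2 of day 1; orange, 3 of day 10) and a bar at the mean of each day. At PLPP2, LINC00266-3, KCNJ6 and TTC34 the day 10 points lie above those of day 1, whereas at CTCF, H19 and CDKN1A, which were not called, they lie on both sides of the day 1 mean.

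The strongest peaks of the following genes, fixed beforehand and among them growth arrest and imprinted genes, were not called. The peak in intron 1 of CTCF itself (chromosome 16, 67596464 to 67596815) had 116 ± 23.1 at day 1 and 145 ± 47.7 at day 10 (log2 fold change 0.21 ± 0.22, adjusted p = 0.673). The intron 1 peak of CDKN1A, the p21 cell cycle inhibitor, had 202 ± 0.686 and 152 ± 102 (log2 fold change 0.14 ± 0.24 by limma with library weights, adjusted p = 0.827, and -0.17 by edgeR, so its direction is not settled). The peak near H19, an imprinted noncoding RNA gene, had 161 ± 0.354 and 186 ± 47.2 (log2 fold change 0.20 ± 0.25, adjusted p = 0.737). Peaks of CDKN2A, MYC, MDM2, BBC3, ALDH1A3, LRRK1, PCSK6, KCNQ1OT1 and HOXA13 had log2 fold changes between -0.42 (MYC) and 0.50 (MDM2), and none passed the test by limma or edgeR.

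By repeat class, 180 of the 308 satellite peaks were lower and 8 were higher by limma (edgeR, 63 and 3), with a median log2 fold change of -1.16, and 8 of 27 ribosomal RNA repeats were lower (edgeR, 7), with a median of -0.65. At alpha satellites limma called 96 lower and edgeR 13. The fall there was not shared by day 10 replicate 1, since the median scaled count of alpha satellites was 88.9 and 53.3 in the day 1 libraries and 65.6, 22.97 and 28.04 in those of day 10. Over all 335 of these peaks the median was -1.15, and scaled by header totals it was -0.32 where all tested peaks had 0.33. The 17 TAR1 satellites went the other way, with 7 higher and 0 lower by limma (edgeR, 3 and 0). Lower calls lay at satellite or ribosomal RNA repeats in 28.2% of cases against 0.322% of other peaks (odds ratio 121, Fisher's exact test, adjusted p = 2.55e-260; edgeR calls, odds ratio 74.6). Only 16.3% of lower peaks held a CTCF motif, against 68.1% of the others (odds ratio 0.0913, Fisher's exact test, adjusted p = 5.11e-165; edgeR calls, odds ratio 0.118), whereas higher peaks held a motif in 69.9% of cases and did not differ detectably from the rest (adjusted p = 0.339). Of the higher peaks, 40 lay within 1 Mb of a chromosome end (odds ratio 4.46, 95% interval 3.12 to 6.22, Fisher's exact test, adjusted p = 2.44e-13; edgeR calls, odds ratio 4.39). Outside satellites, ribosomal RNA repeats and peaks with a copy elsewhere, 443 peaks were higher and 447 lower by limma among 44810, and 371 higher and 147 lower by edgeR.

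**Figure D3:**
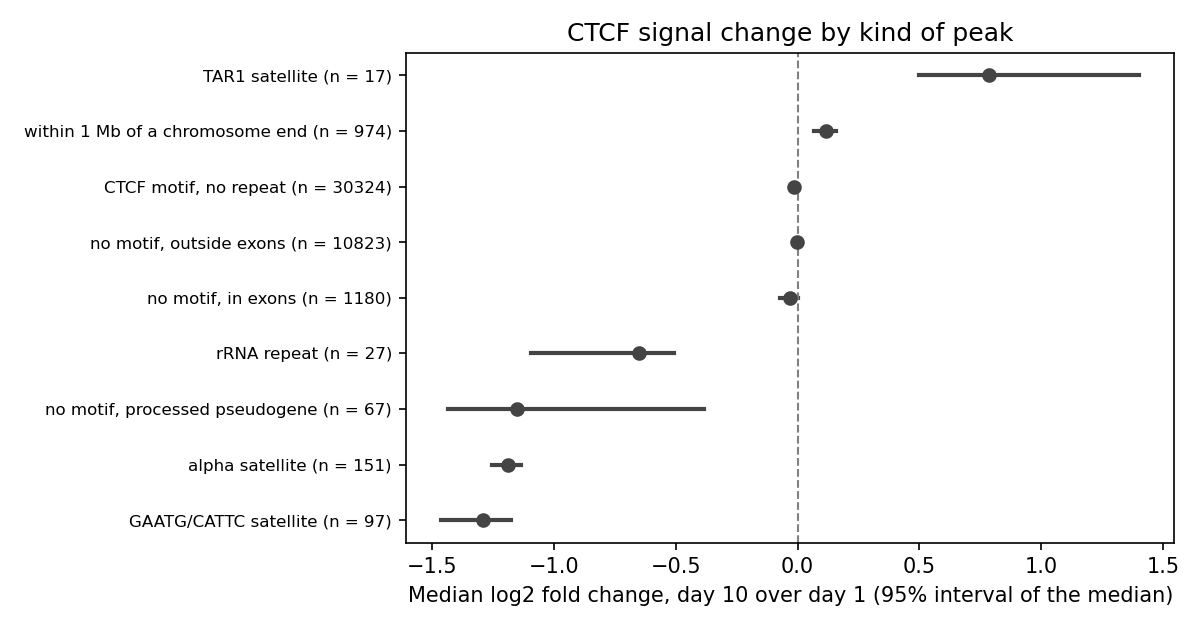
Median log2 fold change of day 10 over day 1 (horizontal axis) with the 95% interval of the median, for 9 kinds of peak with their numbers. Alpha satellites (median -1.19), GAATG and CATTC satellites (-1.29) and processed pseudogenes without a motif (-1.15) lie below 0, with the alpha satellites and pseudogenes of day 10 replicate 1 between the medians of the day 1 libraries, TAR1 satellites lie above it (0.79), and 30324 peaks with a motif and no repeat lie near 0 (-0.02).

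Of the 17 gene lists, 2 passed camera. Peaks of heat shock and unfolded protein response genes were lower (38 peaks, median log2 fold change -0.34, camera adjusted p = 0.000448). Over these peaks the adjusted p was 0.497 by camera with an estimated correlation and 0.292 by fry. Of these, 5 peaks were called lower and 0 higher over all peaks tested, and the same counts were reached adjusted over the list alone. The lower peaks lay in exons of the chaperone genes HSPA8 (2 peaks, log2 fold changes -2.24 and -2.21), HSPA5 (-2.02), HSP90AA1 (-1.78) and HSPB1 (-1.08). Of these, edgeR called HSP90AA1 (adjusted p = 0.0344) and not the others (adjusted p from 0.0673 at HSPB1 to 0.843 at HSPA8), and the peak of HSPA5 was called in 9 of 22 alternative settings. Day 10 replicate 1 stood apart at the HSPA8 and HSPA5 peaks, with 62, 54 and 51 reads against 4, 1 and 3 in day 10 replicate 2 and 0 in the shallow replicate 3. In all but HSPB1, 39.9% to 60.7% of the 31-base words of the peak occur once in the genome, so their reads can be shared with copies. The peaks of HSPA8, HSPA5 and HSP90AA1 held no CTCF motif. The HSPB1 peak and the HSPA8 peak starting at 122930447 had more reads in day 1 replicate 2 than in day 1 replicate 1. They belong to the 17 exon peaks described under other observations. The adjusted p of the list was 0.141 without day 10 replicate 1, 0.416 without day 10 replicate 2 and 0.106 by edgeR. The study names genes whose RNAs were bound to CTCF and lost that binding in variant HMECs. Peaks of these genes were higher as a set (27 peaks of 6 genes, median 0.39, camera adjusted p = 0.0160). Their adjusted p was 0.497 by camera with an estimated correlation and 0.0810 by fry. The list comes from RNA libraries of the same cell type, so it is not an independent choice. No peak of it was called higher. A peak whose nearest gene is GLI2, a transcription factor of the hedgehog pathway, was lower by limma (log2 fold change -1.19 ± 0.32). That peak lies 118876 bp from the start of GLI2. It was not called by edgeR (adjusted p = 0.152) and was called in 8 of 22 alternative settings. The adjusted p of this set was 0.0858 without day 1 replicate 1, 0.141 without day 10 replicate 1 and 0.0884 without day 10 replicate 2.

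The other 15 lists did not pass. They included basal and myoepithelial, luminal, fibroblast and stromal, and endothelial, immune and fat markers, together with cell cycle, senescence and growth arrest, oxidative stress response, secreted inflammatory factors, CTCF and cohesin machinery, nuclear speckle and splicing, imprinted loci, homeobox clusters, protocadherin clusters and neuronal differentiation. The nearest to the threshold were the protocadherin clusters, cell adhesion genes with CTCF-bound promoters (46 peaks, median 0.19, adjusted p = 0.0759; 0.0167 without day 10 replicate 3, 0.0217 without day 1 replicate 2, 0.389 without day 10 replicate 2, 0.469 without day 1 replicate 1 and 0.547 without day 10 replicate 1), and secreted inflammatory factors (40 peaks, median -0.16, adjusted p = 0.0801). Single members did pass the test. A peak whose nearest gene is NRG1, a growth factor gene of basal cells, was higher (log2 fold change 1.16 ± 0.26, limma adjusted p = 0.000963). The start of NRG1 is 306263 bp away. A peak in an intron of the mesenchymal transcription factor gene ZEB1 was higher too (1.35 ± 0.21, limma adjusted p = 1.14e-07). Peaks nearest GCLM, a glutathione synthesis gene (-1.63 ± 0.32), and CCND2, a cyclin gene (-1.29 ± 0.32), were lower by limma and not called by edgeR. The same held for a peak in an exon of the tubulin gene TUBB3 (-1.17 ± 0.32). The CCND2 peak lies 174403 bp from the start of that gene and is centred in an exon of the pseudogene HSPA8P5. Other members were named after their values were seen. In the same lists, CCND1, another cyclin gene, had 2 higher peaks (log2 fold changes 1.02 and 1.05), and higher peaks also lay nearest SOX1 (1.03), LAMA3 (1.08) and DCN (1.16), while lower peaks lay nearest TXNRD1 (-1.37), FTL (-1.28) and ITGA6 (-1.02). Among imprinted loci DIRAS3 was higher (1.12), and peaks of KCNQ1OT1 (-1.19) and GNAS (-1.07) were lower. Of these, edgeR called the peaks of DCN and DIRAS3.

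By annotation class, exon peaks had the only shift past the threshold (1580 peaks, median log2 fold change 0.12, camera adjusted p = 0.0311; adjusted p = 0.982 with an estimated correlation), while their calls went the other way, with 28 higher and 45 lower. The adjusted p of this class was 0.419 without day 1 replicate 1, 0.182 without day 10 replicate 2 and 0.8305 without day 10 replicate 3. Promoter peaks had a median of -0.03 with 36 higher and 55 lower among 4287, and intergenic peaks had 225 higher and 385 lower among 20300. Intron peaks had 163 higher and 157 lower among 17807. Weak peaks were called more often than strong ones, at 4.02% of the lowest against 1.29% of the highest of 5 groups by mean level (odds ratio 3.21, Fisher's exact test, adjusted p = 8.80e-32). The median of the lowest group was 0.04 and that of the highest -0.01, and the sign of this difference changed with the scaling.

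Peaks on the day 1 list alone (2285 tested) had a median log2 fold change of -0.61 with 338 lower and 1 higher (edgeR, 104 and 1), and those on the day 10 list alone (7908) had 0.29 with 225 higher and 32 lower (edgeR, 176 and 18). The 36072 peaks on both lists had 245 higher and 297 lower (edgeR, 215 and 110). The lists had been drawn from the same reads, which biases the fold changes of the first 2 sets toward the day that listed them.

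A total of 17 peaks in the authors' deposited table passed an adjusted p of 0.05 and a log2 fold change of 1, and 15 of these are among the peaks analysed. Of the 15, 5 are higher and 10 lower at day 10 in the authors' deposited table, and 9 lie at satellite or ribosomal RNA repeats. All 15 had the same sign in the limma fit, which called 14, while edgeR called 8. In the authors' deposited table the adjusted p is below 1 for 4256 peaks and equal to 1 for 43675.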

Values the study reported

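The study reported that 17 of 48,000 CTCF peaks differed between day 1 and day 10, which it gave as 0.04% of peaks at an adjusted p-value below 0.05.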

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

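The quasi-likelihood test of edgeR was the test of the plan. Its use on recovered reads beside limma was settled after the data had been seen. So were the fits with other pseudocounts, no weights, no repeats or GC correction. The number of calls changed in many settings, and no called named peak changed direction in the alternatives run. Scaling with DESeq2 size factors, TMMwsp, no robust moderation, no low-count filter and an adjusted p below 0.10 kept both counts within 1.5 times of 471 higher and 667 lower. A minimum count of 30 gave 103 higher and 44 lower, only peaks above the median level 80 and 48, pseudocount 1 gave 781 higher, and pseudocount 30 gave 71 and 135. Header totals gave 9 lower, edgeR 232 lower, edgeR without day 10 replicate 3 203 lower, and leaving out repeats 363 lower. limma voom called 0 higher and 0 lower (3249 peaks at an unadjusted p below 0.05), limma without weights also 0 and 0 (1162 unadjusted), and DESeq2 5 and 9 (1277 unadjusted, 4108 peaks with an adjusted p; 2 called when adjusted over all 46265). A test against a log2 fold change of 1 (treat) called 1 higher and 2 lower, and the adjusted p alone 999 and 1003. Leaving out single libraries gave 1 to 380 higher and 0 to 422 lower, with the lowest counts without day 10 replicate 2. The cause of these moves was not tested, apart from the fewer peaks or looser or stricter threshold that some settings have by construction. Leaving out day 10 replicate 2 also removes the library that carried most of the day 10 weight (2.02, against 0.528 and 0.0977).

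The share of peaks with an interval within 2-fold (73.5%) was 28.1% with header totals, 6.59% by DESeq2, 13.3% by voom, 36.8% by edgeR (38.0% without day 10 replicate 3), 46.5% at pseudocount 1 and 15.2% without weights, and 5.94% to 62.5% with single libraries left out. Of the gene lists, 2 passed, against 1 with totals in peaks, by edgeR, without weights or within 50 kb of the TSS, 0 with an estimated correlation, and 0 to 3 with single libraries left out. The protocadherin clusters, which did not pass (adjusted p = 0.0759), passed as higher with header totals (0.0261), by voom (0.0115), with GC correction (0.0296), by edgeR without day 10 replicate 3 (0.00881), and with replicate number as a block (0.0212, or 0.0199 with replicates 1 and 2 alone), and had 0.0167 to 0.547 with single libraries left out, 0.129 by edgeR and 0.944 with an estimated correlation. Of the classes, 1 passed (exons), against 0 with TMMwsp, voom, GC correction, an estimated correlation or no repeats, 2 with header totals, and 0 to 3 with single libraries left out. The exon class changed direction with header totals (median 0.34, adjusted p = 0.515), and promoters (-0.04, adjusted p = 0.0126) and 5' UTRs (-0.000959, adjusted p = 0.0153) did so without day 10 replicate 1. In other settings promoters passed in the other direction, lower relative to the other peaks: without day 10 replicate 3 (-0.129, adjusted p = 0.00137), with replicate number as a block (-0.125, adjusted p = 0.00201, and -0.129, adjusted p = 0.00122, with replicates 1 and 2 alone), by edgeR without day 10 replicate 3 (-0.109, adjusted p = 0.00106) and with header totals (0.192 where all peaks had 0.326, adjusted p = 4.3e-05), and exons did not pass in these. With header totals 5' UTRs passed too (0.252, adjusted p = 0.0161). With single libraries left out, promoter medians ran from -0.250 to -0.0032 and those of 5' UTRs from -0.112 to 0.0095. The difference between the weakest and the strongest of the 5 groups (0.04) was 0.0052 with DESeq2 size factors, -0.0535 with totals in peaks, 0.20 with header totals, 0.37 by DESeq2, 0.41 by voom, 0.41 by edgeR (0.55 without day 10 replicate 3), -0.0070 at pseudocount 1, -0.0427 without weights, 0.33 with GC correction, 0.0943 by mean of group means, and -0.60 to 0.40 with single libraries left out, so it has no stable sign. With header totals the heat shock list had a median of 0.00 against 0.33 for all peaks. With totals in peaks the estimate of the weights stopped before convergence.

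Whether replicate numbers pair the samples was not settled. The pairing check gave 0.07 and 0.04 for same-numbered libraries, and -0.07 and -0.04 for differently numbered ones. Such mirrored values arise from deviations around the mean of only 2 day 1 libraries, so they cannot decide. The signal itself correlated at 0.865 and 0.903 in same-numbered libraries. With replicate number as a block, limma called 468 higher and 266 lower, and 443 and 273 with replicates 1 and 2 alone, where 4 lists passed, fibroblast and stromal markers (adjusted p = 0.0462) and protocadherins among them, and the exon class had the opposite direction (median 0.0320, adjusted p = 0.991). The block gave a strength difference of 0.34, or 0.40 with replicates 1 and 2 alone. With 2 libraries against 3 there are 10 splits, too few for a share below 0.05. The real split called 1138 by limma and 624 by edgeR. The highest other counts came from different splits. By limma it was 463, for day 1 replicate 1 with day 10 replicate 1 (edgeR, 69). By edgeR it was 390, for day 10 replicates 2 and 3 (limma, 208). The weights and pseudocount were settled after other splits had been looked at, so the limma counts are no independent check. Depth limits agreement: the mean correlation of same-day pairs was 0.764, and 0.451 when each library was thinned to the shallowest.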

Other observations

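The tests of background reads at satellites, of spliced RNA and of pseudogenes, background there included, were chosen after the values they measure had been seen, and so were the split of satellites by kind and its tolerance of 0.3. The tests of shared reads, of GC content, of day 10 replicate 2 and of background outside repeats were written before their results.

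Beyond the lists of the report, 146 of the 447 lower peaks outside repeats were centred in exons. Exons of pseudogenes counted as exons here and in the set of 17 peaks below, which includes HSP90AB3P, TPT1P14, HSP90AB2P and RPL17P33. Of 67 peaks without a motif that were centred in processed pseudogenes (copies of spliced messenger RNA in the genome), 33 were lower and 1 was higher by limma (edgeR, 14 and 1), with a median log2 fold change of -1.15. Among lower peaks outside repeats with at least 30 reads in day 1 replicate 1, 17 were peaks in which day 1 replicate 2 held more reads than day 1 replicate 1, although its reads were typically 0.324 of those, and all 17 were centred in exons, against 89 of the other 365 (24.4%). Chosen after their values were seen, these include exons of HMGB2, a chromatin protein gene (31 and 44 reads at day 1; 5, 0 and 0 at day 10), CALR, a chaperone gene (34 and 43; 14, 8 and 0), and PABPC1, which binds messenger RNA tails (31 and 34; 18, 2 and 0).

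The number of peaks called here by limma at the study's thresholds was 1138, or 2.46% of the peaks tested. That is higher than the value quoted from the study above. DESeq2, the tool of the study, called 14 here among the 4108 peaks its independent filtering kept, and 2 when adjusted over all 46265.

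Of 335 satellite and ribosomal RNA peaks, 188 were lower at day 10 and 8 higher by limma, 7 of these at TAR1 satellites, and 70 lower and 3 higher by edgeR. Their median log2 fold change was -1.15, and -0.32 with header totals, where all peaks had 0.33. Against a difference in background alone at ribosomal RNA repeats, the ratio of day 10 replicate 1 to day 1 was -1.22 (log2, 95% interval -1.48 to -0.97), where off-peak reads would give -0.27. Alpha satellites were within the tolerance of 0.3 of the level background would give. Their ratios were -0.10 (-0.16 to -0.04) and -1.46 (-1.53 to -1.40) for day 10 replicates 1 and 2, against -0.27 and -1.41. The interval of replicate 1 leaves out -0.27, so the match rests on a tolerance chosen after the values were seen. GAATG and CATTC satellites (-0.78 and -1.44) and the whole set (-0.35, -0.40 to -0.26) decided nothing. Reads shared between copies stay open: the 33 peaks made of unique sequence had a median log2 fold change of -0.089 (-0.47 to 0.22), against -1.17 in the other 302, but without 2 TAR1 peaks it was -0.26 (-0.62 to 0.20) and 7 of 31 were lower. The median scaled count of GAATG and CATTC satellites was 162 and 130 at day 1 and 71.8, 39.3 and 56.1 at day 10. At ribosomal RNA repeats it was 122 and 152, and 51.0, 105 and 84.1. Both kinds were thus lower in every day 10 library. A change in CTCF binding at centromeric repeats by day 10 was not tested. At alpha satellites these data may reflect background in day 10 replicate 2, and at GAATG and CATTC satellites a part from background stays open.

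Of the 447 lower peaks outside repeats, 347 had no motif (edgeR, 108 of 147). More background at day 1 stays open. At the 347 lower peaks day 1 replicate 2 was above day 1 replicate 1 by 0.19 (log2, 0.13 to 0.29), where background would put it lower by 0.34. This cannot decide on background, since these peaks were chosen by a fit to the same day 1 values and the comparison rests on a single pair of libraries. All 14486 peaks without a motif had a median of -0.047 (-0.058 to -0.037) in day 10 replicate 2 and 0.16 in day 10 replicate 1, and the bound set beforehand on this median was wrong, since peaks not called lower make up most of that set and dilute the others. At processed pseudogenes the ratios of day 10 replicates 1 and 2 to day 1 were -0.34 (-0.50 to -0.06) and -1.31 (-1.67 to -0.34). Background would give -0.27 and -1.41. The ratios include the pseudocount of 10 and the background levels do not. At such low counts the pseudocount shrinks a fall, so this nearness decides nothing. Day 1 replicate 2 was above day 1 replicate 1 by 0.59 (0.27 to 0.89), which goes against background but rests on a single pair of libraries. Reads from spliced RNA or complementary DNA are a candidate explanation. Exon peaks without a motif were called lower more often than other peaks without a motif (odds ratio 4.01, 3.06 to 5.22, Fisher's exact test). So were those in processed pseudogenes against peaks outside exons (49.4, 29.1 to 83.8). The 67 pseudogene peaks, 33 of them lower, are part of the 1180 exon peaks, 86 of them lower. These odds ratios thus overlap and are not separate support. The reads were not a property of day 1 alone, with medians at pseudogenes of 18.7 and 41.7 at day 1 and 23.9, 2.96 and 0 in the libraries of day 10. A change by day 10 at these sites remains open and untested.

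Higher peaks were frequent within 1 Mb of chromosome ends. GC content as the whole cause is argued against by the odds ratio after correction, 4.09 (2.69 to 6.03), against 4.46 before. Among peaks of unique sequence it was 3.08 (1.85 to 4.87), so reads shared between subtelomeres may account for part of it. Without day 10 replicate 2 the median near chromosome ends exceeded that elsewhere by 0.083 (0.037 to 0.150), against 0.14 with all libraries. That fit leaves only replicate 1 and the shallow replicate 3 at day 10. The deep libraries of day 10 went apart, since the median ratio to day 1 near chromosome ends was -0.104 in day 10 replicate 1 (0.0173 elsewhere) and 0.177 in day 10 replicate 2 (-0.00805 elsewhere). With header totals the medians were 0.34 and 0.33. Library weights were estimated anew in that fit, so the smaller difference cannot be put down to scaling alone. A part from day 10 replicate 2, or from the scaling and weights of a fit, cannot be told apart from a change by day 10. Such a change stays an untested hypothesis.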
